A study of Mus musculus with 6 samples. Its data were reported in "Histone lysine dimethyl-demethylase KDM3A controls pathological cardiac hypertrophy and fibrosis" (2018).

How the data were processed

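Left ventricles of male C57BL/6 mice were profiled 3 weeks after sham surgery or transverse aortic constriction (TAC), a banding of the aortic arch that loads the heart with pressure. The time is that of the labels; the study's text gives a longer one for its Tg mice. Wild-type (WT) mice were set beside *Kdm3a*-Tg (Tg) mice, which carry a cDNA of the histone H3 lysine 9 demethylase *Kdm3a* behind a heart muscle promoter. The 6 libraries, 1 per array, fell into 4 groups by their labels: 1 WT Sham, 2 WT TAC, 1 Tg Sham and 2 Tg TAC. Each label names its own animal number, so replicates were separate mice.

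Total RNA was amplified, biotin-labelled and hybridised to Illumina bead arrays. The deposited intensities were summarised by the authors per probe without normalization, with GenomeStudio 2011.1 named in the submitters' processing notes. The authors also deposited a detection p-value for each probe and array, in steps of 1 in 936. A second table deposited by the authors held linear intensity after quantile normalization. Its sorted columns matched the mean of the sorted raw columns within 0.14%, with no background subtraction, and its column medians lay between 115.72 and 115.75. It was used only as an alternative.

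Of 45281 probes, 34885 had 1 gene symbol in the platform annotation, 18 had several and 10378 had none there. Symbols were checked through Entrez identifiers against RefSeq genes of GRCm38.p6, where 34807 probes matched and 0 symbols changed. No gene was named from a probe with several symbols, and no coordinates were used.

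Analysis was done in R 4.3.3 with limma 3.58.1. Background was corrected with normexp, with the negative control level inferred from the detection p-values, an offset of 16 was added, and log2 intensities were quantile normalized. Probes with detection p below 0.01 on at least 2 arrays were kept, which left 17014 probes and 9577 named genes. A gene with several such probes was represented by the probe with the highest mean. Detected probes numbered between 15643 and 16492 per array. The number of arrays limits the precision. A gene detected on no array of a group has only a bound there. Its fold is given as at least the bright group's mean against the mean, per array, of the higher of the lowest detected signal and the gene's own. No bound is given where the brighter group also holds an array without detection.

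Group means were fitted over all 6 arrays with lmFit and eBayes with an intensity trend, which leaves 2 residual degrees of freedom. Each sham group holds 1 array and is assumed to vary like the TAC groups. Tg Sham against WT Sham therefore has no replicate on either side. Additive models of genotype and surgery leave 3, and a block for the animal number series takes 1 away in either model. All p-values of genes were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The count said to arise by chance is a share of 0.05 of the genes tested. It assumes exact p-values, and correlated genes can move a count far to either side of it. Where genes were adjusted over a list alone, the number of lists and comparisons was not corrected for. The methods of the study give no design for the arrays. Their t-test was run as an alternative. Of 22 gene lists, 20 had at least 2 measured members and were tested with camera at a preset correlation of 0.01. With a correlation estimated from the data, camera tests on the few residual degrees of freedom and can hardly call any list. A call lost there is therefore neither upheld nor refuted by that test. Where the estimated correlation lies far above 0.01, however, the p-value at the preset correlation is too small for members so correlated. Adipocyte markers had 0 measured members and lymphocyte markers had 1. Comparisons, lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule took the genes with the largest log2 differences that passed the threshold with groups that did not overlap. Where fewer than 5 passed in a direction, the 5 largest without overlap were given as values with no claim of change. Genes the study names and up to 4 members of each list with the smallest p could be added. *Postn* was not detected on any array, and *Adam19* and *Loxl2* were not measured. Predicted genes and unnamed clones were counted but not named by the rule.

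The fits were tested on simulated data with 200 of 9577 genes changed. For Tg TAC against WT TAC, with the spread of genes drawn from the fitted prior, 67.4% of 4-fold and 2.6% of 2-fold changes were recovered, and 3.75% of calls were false. With each gene kept at its own fitted spread, 95% and 27.8% were recovered, and 8.85% of calls were false, above the nominal share. For the interaction 0% of 8-fold changes were recovered in the first kind of data and 80.8% in the second. In unchanged data of that second kind, camera gave the extracellular matrix list p below 0.05 in 22% of 100 runs and the cell cycle list in 16%, against 3% and 1% of the first kind. Calls of lists with noisy members are therefore too frequent where such genes stay noisy. Genes were simulated independently, while list members in the data had estimated correlations of 0.64 (extracellular matrix) and 0.83 (cell cycle). The runs leave such correlation out, so these shares are not the rates of false calls in the data.

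Alternatives changed the background, normalization, offset, source of values, probe filter, choice of probe, variance prior, array weights, blocks and the libraries included. Because a *Kdm3a* probe went against the genotype labels of 2 libraries, fits without both were added after seeing the data.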

Results

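The data were 6 bead array profiles of mouse left ventricle: 1 WT Sham, 2 WT TAC, 1 *Kdm3a*-Tg Sham and 2 *Kdm3a*-Tg TAC. Values are normalized log2 intensities, given as mean ± SD where a group holds 2 arrays. Each sham group has no replicate. Differences are given in log2 units with their standard error (SE) from limma.

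*Kdm3a* was examined first, as a check of the labels. Of its 4 probes, ILMN_3118169 had an intensity of 34642 in Tg TAC replicate 1 and 33540 in Tg TAC replicate 2. It was 341 in WT Sham and 229 in WT TAC replicate 2. The library labelled WT TAC replicate 1 had 30614, and the library labelled Tg Sham had 247. On this probe 2 libraries therefore went against their genotype label. Probes ILMN_3043245 and ILMN_2707895 were detected on all arrays without such a step, with intensities of 238 to 301 and 392 to 755. ILMN_2556191 was detected on none. Where the probes lie relative to the transgene cDNA was not known here. A probe outside it checks nothing, which may be so for the probes without the step. Groups below follow the labels, and every direction that involves the libraries labelled WT TAC replicate 1 or Tg Sham rests on labels that this probe goes against.

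**Figure D1:**
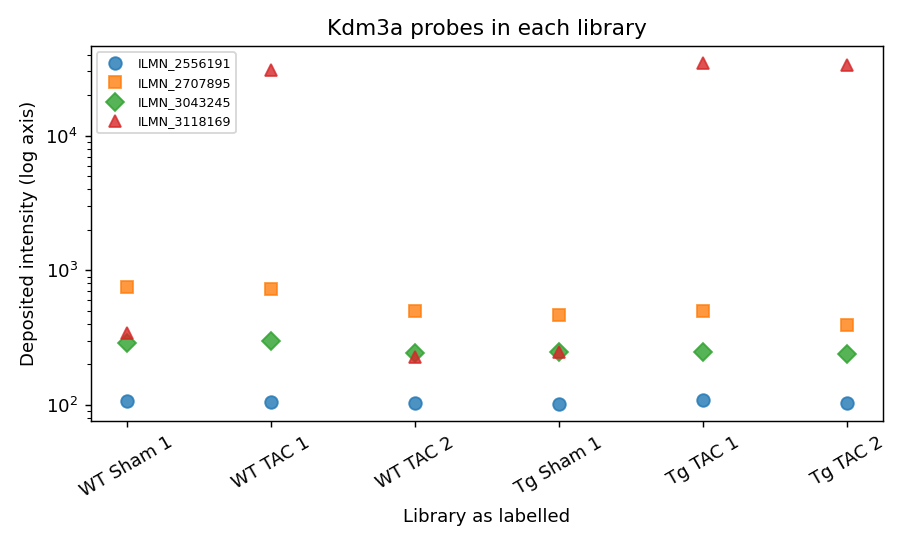
Deposited intensity of the 4 *Kdm3a* probes (log axis) in each of the 6 libraries as labelled, 1 point per probe and library. Probe ILMN_3118169 lies at 30614 in the library labelled WT TAC 1 and at 247 in the library labelled Tg Sham 1.

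WT TAC was compared with WT Sham to show the response of the normal ventricle to pressure overload. The natriuretic peptide gene *Nppa*, a marker of cardiac stress, was 14.15 ± 1.52 (SD, n = 2) in WT TAC and 14.16 in WT Sham. *Nppb* was 13.46 ± 0.88 and 13.76. *Timp1*, an inhibitor of matrix metalloproteinases, was 7.94 ± 2.15 in WT TAC and 7.10 in WT Sham, with 9.46 in the library labelled WT TAC replicate 1 and 6.42 in replicate 2. Of 35 measured extracellular matrix genes, 23 were higher, with a median difference of 0.14, and the list was not called (camera adjusted p = 0.94). The 2 WT TAC libraries lay on opposite sides of WT Sham for this list, with medians of 0.73 and -0.52 relative to each gene's mean, against -0.05.

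Limma called 0 genes between WT TAC and WT Sham, with 167 genes at an unadjusted p under 0.05 where 479 would arise by chance. Among genes whose groups did not overlap, the largest positive differences were those of *Slc1a2*, a glutamate transporter, *Xlr4a*, *Tmprss13*, *Tesmin* and *Cd274*. *Tmprss13* differed by 1.62 ± 0.84 SE and *Cd274* by 1.33 ± 0.66 SE. *Slc1a2*, *Xlr4a* and *Tesmin* were not detected in WT Sham, and *Xlr4a* was at least 2.17-fold higher. *Slc1a2* was 7.95 in the library labelled WT TAC replicate 1 but not detected in replicate 2 (4.85). *Tesmin* was 6.74 in replicate 2 but not detected in replicate 1 (5.17), so neither has a bound on its fold. The largest negative differences were those of the insulin signalling adaptor *Irs2* (-1.98 ± 0.90 SE), the stress transcription factor *Atf3* (-1.96 ± 0.75 SE), *D3Ertd751e* (-1.89 ± 0.31 SE), *Adamts1* (-1.63 ± 0.57 SE) and *Gsk3a* (-1.62 ± 0.46 SE). None passed the threshold by limma (adjusted p = 1). Of genes the study names, *Adam9* differed by 0.80 ± 0.26 SE, *Col1a2* by 0.55 ± 0.66, *Fhl1* by 0.42 ± 0.67, *Tgfb3* by 0.23 ± 0.48, *Tgfb1* by -0.12 ± 0.33, *Myh7* by -0.78 ± 1.45 and *Sparc* by -0.34 ± 0.75. Oxidative phosphorylation genes, not called here (adjusted p = 0.32), were called lower with median scaling (median -0.16, adjusted p = 0.00038) and with the animal number series as a block (median -0.14, adjusted p = 0.00032). With that block, limma called 0 genes and camera 8 lists, and the matrix list was higher (median 0.80, adjusted p = 9.8e-20). With an estimated correlation 0 lists were called, with the block (smallest adjusted p = 0.56), with median scaling or without either (0.99 in both). Both shams carry numbers of the series of TAC replicate 1, so the block sets TAC against sham mainly within those arrays. With 1 array left on each side, the matrix list had a median of -0.50 without the library labelled WT TAC replicate 1 and of 0.66 without replicate 2, given as values only.

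Tg TAC was compared with WT TAC to show the change with *Kdm3a* overexpression under pressure overload. *Kdm3a* was 15.08 ± 0.02 (SD, n = 2) in Tg TAC and 10.94 ± 5.31 (SD, n = 2) in WT TAC, a difference of 4.14 ± 2.30 SE that did not pass the threshold by limma (adjusted p = 0.71). *Timp1* was 9.06 ± 1.57 in Tg TAC and 7.94 ± 2.15 in WT TAC. The slow myosin gene *Myh7* was 8.80 ± 2.54 and 7.66 ± 0.97, *Nppa* was 13.87 ± 2.00 and 14.15 ± 1.52, and *Fhl1* was 12.55 ± 0.84 and 11.94 ± 0.89. Of 35 extracellular matrix genes 15 were higher and 20 lower, with a median difference of -0.04 (camera adjusted p = 0.82). None of these gene differences was larger than the larger SD of the 2 groups.

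Limma called 0 genes between Tg TAC and WT TAC, with 697 genes at an unadjusted p under 0.05 where 479 would arise by chance. The methods' t-test gave 699 genes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg. The study counted the genes changed in hearts without *Kdm3a* by a difference of more than 2-fold. By that measure, with no test, 132 genes differed here, 69 higher and 63 lower. After *Kdm3a*, the largest positive differences were those of *ND5*, a mitochondrial complex I gene (3.01 ± 0.39 SE), *Cdh16* (2.84 ± 0.47 SE), *Fam205c* (2.50 ± 0.42 SE) and the adhesion molecule gene *Ncam1* (2.21 ± 0.40 SE). The largest negative ones were those of *Pisd-ps3* (-2.52 ± 1.08 SE), *Ip6k2* (-1.74 ± 0.51 SE), *Gsk3a* (-1.65 ± 0.38 SE), *Pdzd3* (-1.62 ± 0.65 SE) and *Gal3st3* (-1.60 ± 0.34 SE). The smallest adjusted p by limma was 0.67. *Cdh16*, *Fam205c* and *Ncam1* were detected on 1 of 2 WT TAC arrays, and *Pisd-ps3*, *Ip6k2*, *Pdzd3* and *Gal3st3* on 1 of 2 Tg TAC arrays. *ND5* was 5.39 and 5.66 in WT TAC replicates 1 and 2, near the lowest detected signals there (5.27 and 5.43). Its difference therefore includes a level near background, and which transcript its probe reads was not checked. With the animal number series as a block limma called 7 genes, among them *ND5* (3.01 ± 0.24 SE), *Ncam1* (2.21 ± 0.22), *Serpina3n* (1.90 ± 0.16), *Ces1d* (-2.22 ± 0.17) and *Calr* (-1.57 ± 0.15). Of 27 oxidative phosphorylation genes 18 were lower (camera adjusted p = 0.1), among them *Atp5c1* (-0.81 ± 0.12 SE) and *Cox6c* (-0.64 ± 0.14 SE). Of 13 endothelial markers 11 were lower (adjusted p = 0.1), with *Emcn* at -0.58 ± 0.15 SE. Of 10 smooth muscle and pericyte markers 8 were lower (adjusted p = 0.1), with *Notch3* at -0.70 ± 0.22 SE. Of 16 glycolysis genes 14 were higher (adjusted p = 0.1). None of these lists was called, but the oxidative phosphorylation list was with median scaling (median -0.21, adjusted p = 4e-05) and with the mean of the probes (median -0.11, adjusted p = 0.039). Leaving out single TAC libraries also called it, without the library labelled WT TAC replicate 1 (adjusted p = 0.0018) or Tg TAC replicate 2 (adjusted p = 0.00038). Such fits, with 1 array left on one side, called endothelial markers without WT TAC replicate 2 or Tg TAC replicate 1. They called glycolysis genes without Tg TAC replicate 1 and smooth muscle and pericyte markers without Tg TAC replicate 2. Fibroblast markers were called lower without WT TAC replicate 2 (median -0.28). Fetal and hypertrophy genes, 13 of 16 higher as fitted (median 0.21, camera adjusted p = 0.37), were called higher without the library labelled WT TAC replicate 1 (median 0.59). So were the study's genes (median 0.81), a list that holds *Kdm3a* and was partly chosen on these samples, so it is no independent evidence. Relative to each gene's mean, the fetal list lay at 0.30 in that library and at -0.53 in WT TAC replicate 2. All of these calls were lost with an estimated correlation (adjusted p = 0.96 as fitted, and at least 0.75 in these alternatives). Of their members *Atp5c1* alone passed by limma when adjusted over the list alone (adjusted p = 0.026). *Tgfb1* differed by -0.66 ± 0.27 SE, *Tgfb3* by 0.71 ± 0.40, *Adam9* by 0.41 ± 0.21, *Col1a2* by 0.66 ± 0.54, *Loxl1* by 0.36 ± 0.50, *Nupr1* by 0.29 ± 0.64, *Fbln2* by 0.14 ± 0.69, *Sparc* by -0.18 ± 0.61, *Myh6* by -0.20 ± 0.17 and *Nppb* by 0.02 ± 0.86.

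The direction of the matrix list between Tg TAC and WT TAC turned with single libraries, in fits that leave 1 array on one side and take the spread from the other. Without the library labelled WT TAC replicate 1 its median was 0.50 (camera adjusted p = 0.00061), and without WT TAC replicate 2 it was -0.58 (adjusted p = 0.00062). Without Tg TAC replicate 1 it was -0.75 (adjusted p = 6.6e-05), and without Tg TAC replicate 2 it was 0.51 (adjusted p = 3.2e-05). Without both libraries that the *Kdm3a* probe goes against, a fit chosen after seeing the data, it was 0.50 (adjusted p = 0.00078). None of these fits called a list with an estimated correlation (smallest adjusted p = 0.75). That fit called *Kdm3a* (7.91 ± 0.23 SE) and the unnamed clone 3110040M04Rik (5.37 ± 0.30 SE), and left 1 array of WT TAC.

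**Figure D2:**
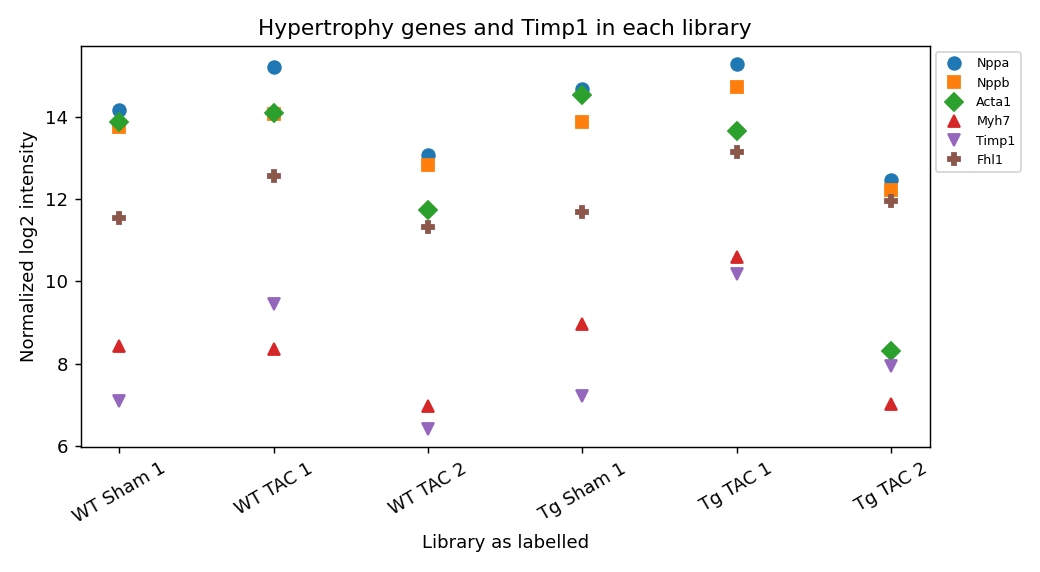
Normalized log2 intensity of 6 genes in each library as labelled, 1 point per gene and library. *Acta1* lies at 13.88 in WT Sham 1, 11.73 in WT TAC 2 and 8.32 in Tg TAC 2.

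Tg TAC was compared with Tg Sham to show the response of the transgenic ventricle. With camera at the preset correlation, macrophage markers rose (15 of 16 higher, median 0.40, adjusted p = 0.0073), as did cell cycle genes (13 of 14, median 0.52, adjusted p = 0.0073), matrix crosslinking and proteolysis genes (17 of 22, median 0.32, adjusted p = 0.0091) and extracellular matrix genes (31 of 35, median 0.36, adjusted p = 0.033). Oxidative phosphorylation genes (23 of 27 lower, median -0.14), fatty acid oxidation genes (23 of 28, median -0.19), endothelial markers (10 of 13, median -0.27) and smooth muscle and pericyte markers (9 of 10, median -0.40) fell, each at adjusted p = 0.0073. No call held with an estimated correlation (adjusted p = 0.89, and 0.94 for the matrix list), a test with little power here. Fry, another list test, called none of these lists in a given direction. Smooth muscle and pericyte markers lost their call although their estimated correlation (-0.088) lay below the preset 0.01. The other called lists had estimates from 0.32 (endothelial) to 0.83 (macrophage and cell cycle), at which the preset p-values are too small. Of these lists 0 members passed limma's threshold, whether adjusted over all genes or over the list alone. With 1 array left on each side, most calls rested on Tg TAC replicate 1: without it macrophage (median 0.11, adjusted p = 0.43), cell cycle (0.12, adjusted p = 0.83), crosslinking (0.06, adjusted p = 0.82), oxidative phosphorylation (-0.02, adjusted p = 0.47) and fatty acid oxidation genes (-0.02, adjusted p = 0.82) were not called, and the matrix list was lower (-0.32, adjusted p = 0.088). Without replicate 2 the endothelial call was lost (median -0.09, adjusted p = 0.25). Smooth muscle and pericyte markers had medians of -0.52 and -0.45 in these fits. The matrix call was also lost with median scaling (adjusted p = 0.12), the filter on all 6 arrays (adjusted p = 0.058) and the mean of the probes (adjusted p = 0.066). With the animal number series as a block the endothelial call was lost (median -0.10, camera adjusted p = 0.17).

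Limma called 0 genes between Tg TAC and Tg Sham, with 279 at an unadjusted p under 0.05. *Kdm3a* differed by 7.60 ± 2.81 SE, with the library labelled Tg Sham near the level of WT Sham. *Tmprss13* was at least 10.2-fold higher, *Slc1a2* at least 8.12-fold, *Cdh16* at least 5.97-fold and *Fam205c* at least 5.77-fold, none of them detected in the library labelled Tg Sham. The skeletal actin gene *Acta1* differed by -3.55 ± 2.19 SE, *Pdzd3* by -2.61 ± 0.80, *Ces1d* by -2.50 ± 1.44, *Cnksr1* by -2.43 ± 1.01 and *Acsl6* by -2.30 ± 1.08, with *Pdzd3* and *Cnksr1* detected on 1 of 2 Tg TAC arrays. *Timp1* differed by 1.84 ± 1.42 SE, *Nppa* by -0.81 ± 1.33 and *Nppb* by -0.39 ± 1.05. With the animal number series as a block limma called 57 genes, 36 higher and 21 lower, among them *Timp1* (3.15 ± 0.29 SE, adjusted p = 0.02), *Fhl1* (1.47 ± 0.14, adjusted p = 0.02) and *Nupr1* (1.55 ± 0.21, adjusted p = 0.045), and the fetal and hypertrophy list was called higher (median 0.41, adjusted p = 0.0036). That fit called 0 lists with an estimated correlation (smallest adjusted p = 0.44). It leaves 1 residual degree of freedom. Only Tg TAC replicate 1 shares its number series with Tg Sham, so these calls rest mainly on those 2 arrays.

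**Figure D3:**
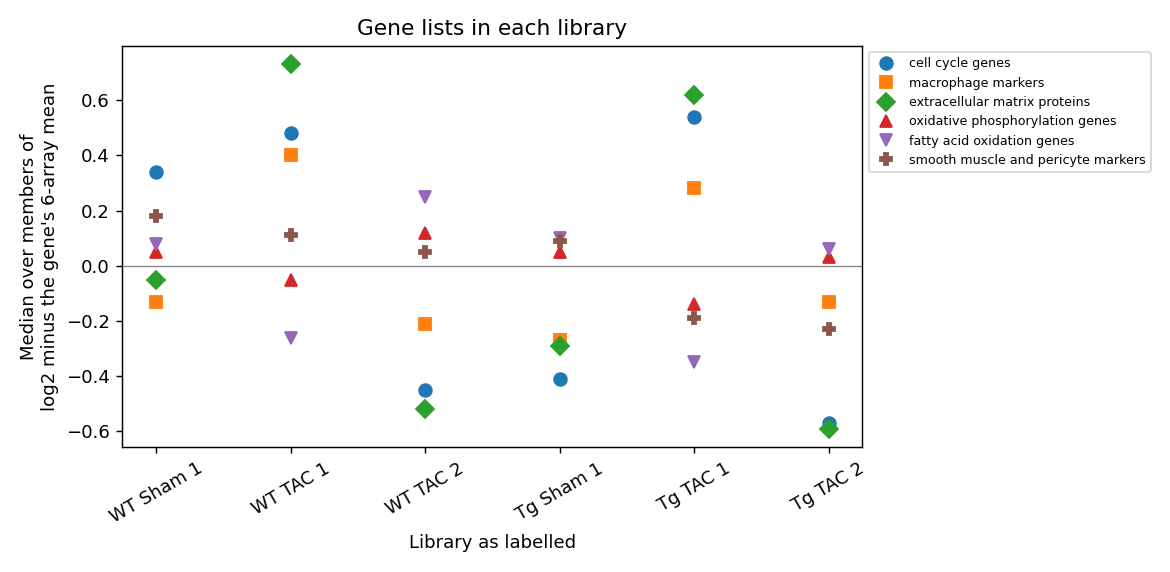
Median over the members of 6 gene lists of the log2 value minus the gene's mean over all 6 arrays, 1 point per list and library as labelled. Cell cycle genes lie at 0.54 in Tg TAC 1 and -0.57 in Tg TAC 2.

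Tg Sham was compared with WT Sham to show the change at baseline, with 1 library on each side. Cell cycle genes were lower in 13 of 14 in the library labelled Tg Sham (median -0.62), called by camera at the preset correlation (adjusted p = 0.0068) but not with an estimated one (adjusted p = 0.98). With median scaling this list was not called (adjusted p = 0.14) and oxidative phosphorylation genes were, as lower (median -0.23, adjusted p = 0.012), but not with an estimated correlation (adjusted p at least 0.95). With 1 library on each side, all of these tests take their spread from the TAC groups and compare 2 libraries. The oxidative phosphorylation list had a median of 0.00 as fitted, with quantile normalization. *Kdm3a* differed by -0.35, so the library labelled Tg Sham showed no excess. *Xlr4a* was at least 5.09-fold higher, *ND5* at least 3.84-fold, *Pam* at least 3.63-fold and *Tesmin* at least 2.89-fold, while *Egr1* differed by 2.16 ± 1.20 SE. *Upk3b* was at least 3.73-fold lower, and *Pisd-ps3* (-3.15 ± 1.52 SE), the neutrophil gene *S100a8* (-2.86 ± 1.15), *Irs2* (-2.71 ± 1.04) and *Fam107a* (-2.68 ± 1.19) were the others with the largest negative differences. Limma called 0 genes, with 308 at an unadjusted p under 0.05.

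Whether the TAC response differed between genotypes was tested as an interaction. Cell cycle genes had a positive interaction in 14 of 14 members (median 0.77, camera adjusted p = 0.00022), which was not called with an estimated correlation (adjusted p = 0.95). It came largely from the 2 single sham libraries: the list had a median difference of -0.62 between Tg Sham and WT Sham and of 0.15 between Tg TAC and WT TAC (adjusted p = 0.69). *Aurkb*, a mitotic kinase, had 1.14 ± 0.71 SE and *Aurka* 1.46 ± 1.11. Without Tg TAC replicate 1 the list had a median of 0.28 (adjusted p = 0.13), so it rests on that library too. The largest interactions of single genes detected in every group were those of *Kdm3a* (4.49 ± 3.98 SE), *Irs2* (2.65 ± 1.28), *Serpina3n* (2.17 ± 0.58), *Acta1* (-2.58 ± 3.10), *Akap5* (-2.25 ± 0.67) and *Tcf15* (-2.07 ± 0.34). The rule also picked *Upk3b* and *Cdh16*, not detected in Tg Sham, and *Xlr4a* and *Tesmin*, not detected in WT Sham, for which no interaction can be measured. Limma called 0 genes, with 88 at an unadjusted p under 0.05.

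Over both genotypes, macrophage markers rose with TAC (15 of 16 higher, median 0.32, camera adjusted p = 0.0092). Oxidative phosphorylation genes (median -0.11, adjusted p = 0.0092), fatty acid oxidation genes (median -0.13, adjusted p = 0.011) and smooth muscle and pericyte markers (median -0.26, adjusted p = 0.022) fell. With an estimated correlation none was called (adjusted p = 0.95), nor by fry in a given direction (smallest adjusted p = 0.83). The macrophage call was lost without the library labelled WT TAC replicate 1 (median 0.20, adjusted p = 0.21) and without Tg TAC replicate 1 (median 0.19, adjusted p = 0.16). So were those of oxidative phosphorylation (adjusted p = 0.21 and 0.16) and fatty acid oxidation genes (adjusted p = 0.25 and 0.39), and that of smooth muscle and pericyte markers without Tg TAC replicate 1 (adjusted p = 0.062). Without Tg Sham only the WT libraries compare TAC with sham, and none of the 4 lists was called. The smooth muscle and pericyte call was also lost with array weights (camera adjusted p = 0.051). With no filter on dim probes it was lost too (camera adjusted p = 0.057), as was that of oxidative phosphorylation (camera adjusted p = 0.057). *Tmprss13* (2.62 ± 0.66 SE), *Stxbp2* (1.76 ± 0.32) and *Rnf208* (1.53 ± 0.30) had large positive differences. *Fam205c* and *Slc9a3* were not detected in the shams or in WT TAC replicate 2 (4.88 and 4.95), so their folds have no bound. Both were highest in Tg TAC (7.96 ± 0.05 and 7.43 ± 0.82, SD, n = 2). *Adam9*, a metalloproteinase the study names, differed by 0.82 ± 0.16 SE. It passed by limma when adjusted over the study's genes alone (adjusted p = 0.023) but not over all genes (adjusted p = 0.82). The list of the study's genes was partly chosen on these samples, so its results are no independent evidence. *Kcnip2*, a potassium channel subunit, also passed over its list of contractile and calcium handling genes alone (-0.96 ± 0.18 SE, adjusted p = 0.025). *Pdzd3* (-1.69 ± 0.62 SE), *Cnksr1* (-1.61 ± 0.71), *Myot* (-1.39 ± 0.31), *Gpcpd1* (-1.36 ± 0.34) and *D3Ertd751e* (-1.26 ± 0.31) had the largest negative ones. *Tmprss13* and *Rnf208* were detected on 1 of 2 shams, *Pdzd3* and *Cnksr1* on 3 of 4 TAC arrays and *Gpcpd1* on 2 of 4. Limma called 0 genes, with 559 at an unadjusted p under 0.05, and 93 with the animal number series as a block. Extracellular matrix genes, not called (median 0.27, adjusted p = 0.19), were called higher with that block (median 0.89, adjusted p = 4.2e-23) and with array weights (median 0.59, adjusted p = 2.6e-05). The block also called the study's genes (median 0.94), TGF-beta signalling (0.33), cell cycle (0.59) and fetal and hypertrophy genes (0.61) higher, again from TAC replicate 1 arrays against the shams. With an estimated correlation 0 lists were called with the block (smallest adjusted p = 0.29) or with array weights (0.68).

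Over both surgeries, *ND5* was higher in the libraries labelled Tg (2.77 ± 0.31 SE), as were *Pam* (1.84 ± 0.41), *Nkx6-2* (at least 2.01-fold, not detected in WT), *Cdk5r1* (1.39 ± 0.23) and *Rpap3* (1.25 ± 0.17). *Pisd-ps3* (-2.73 ± 0.79), *Gsk3a* (-1.91 ± 0.31), *Gal3st3* (-1.81 ± 0.27), *Ip6k2* (-1.76 ± 0.37) and the cardiac transcription factor *Hand2* (-1.60 ± 0.39) were lower. *ND5* and *Pam* were detected on 2 of 3 WT arrays, and *Pisd-ps3*, *Gal3st3* and *Ip6k2* on 2 of 3 Tg arrays, so their differences include a level near background. These are values without a call: limma called 0 genes, with a smallest adjusted p of 0.15 and 1405 genes at an unadjusted p under 0.05 where 479 would arise by chance. No list was called by camera, but oxidative phosphorylation genes were with median scaling (median -0.24, adjusted p = 3.4e-05) and with the mean of the probes (median -0.10, adjusted p = 0.042). Median scaling aligns only array medians. Mean raw intensity was 407.5, 435.4 and 403.3 in the libraries labelled Tg and 482.8, 502.6 and 433.7 in those labelled WT. Whether that difference lowered the list under median scaling was not tested. With an estimated correlation no list was called (adjusted p = 0.9 as fitted, and at least 0.88 in these alternatives). Adjusted over the list alone, 3 oxidative phosphorylation genes passed by limma, *Atp5c1* (-0.81 ± 0.09 SE), *Cox6c* (-0.53 ± 0.12) and *Ndufb5* (-0.45 ± 0.11), as did *Mybpc3* of the contractile genes (0.45 ± 0.09) and *Acadl* of fatty acid oxidation (-0.90 ± 0.18). With array weights limma called 597 genes, and with the animal number series as a block 422, of which 189 were higher and 233 lower. These fits rest on 3 residual degrees of freedom, of which the block takes 1. They also rest on genotype labels that the *Kdm3a* probe goes against in 2 libraries.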

Values the study reported

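The study reported greater hypertrophy in *Kdm3a*-Tg mice than in WT littermates after 6 weeks of TAC, with more interstitial fibrosis. Its profiling at that time had matrix genes, *Timp1* among them, raised further in *Kdm3a*-Tg than in WT hearts. It also measured such genes by qRT-PCR in independent samples. It also reported 114 genes that were lowered both by JIB-04 and by loss of *Kdm3a* in TAC mice, which is a different set of samples.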

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

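The tests of the *Kdm3a* probe, of the replicate numbers, of weaker pressure overload and of other splits were chosen after the values had been seen. Both tests of the array order were written before their results, although a few genes running one way along the arrays had been noticed. Cell cycle genes had an interaction of genotype and surgery at camera adjusted p = 0.00022 that was not called with an estimated correlation. Their levels were 0.48 and -0.45 in WT TAC and 0.54 and -0.57 in Tg TAC. The interaction therefore largely restates the difference between the single sham libraries (0.34 in WT and -0.41 in the library labelled Tg Sham). Without Tg TAC replicate 1, though, its median was 0.28. The levels also set WT Sham and the TAC replicate 1 libraries apart from the rest, so a grouping other than genotype was not excluded.

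The *Kdm3a* probe ILMN_3118169 put 2 libraries against their genotype label. Loss of expression in 1 Tg mouse with all labels correct is argued against by the library labelled WT TAC replicate 1, which lay 6.87 log2 units above the higher of the other WT libraries. An exchange of the genotype labels of that library and Tg Sham may account for it. Of 83 genes chosen on the other 4 libraries, 89.2% placed Tg Sham nearer to WT. Only 59% placed WT TAC replicate 1 nearer to Tg TAC, below the share set for both. Those 4 libraries hold TAC hearts alone for Tg, but WT Sham and WT TAC replicate 2 for WT. The genes may therefore follow surgery, under which Tg Sham would also lie near WT and WT TAC replicate 1 near Tg TAC. The test cannot separate this from an exchange, which stays open. A fault of this single probe was not tested. *Slc1a2*, picked after its values were seen, had the same step (7.95, 8.19 and 8.73 against 4.62, 4.85 and 5.22), and the unnamed clone 3110040M04Rik was highest in the same 3 libraries. Being picked for the pattern, they settle nothing.

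Genes also ran one way along the deposited order of the 6 arrays. Strictly one-way genes numbered 238, the highest of 360 orders, whose other members had a median of 17 and at most 160. Among the 36 orders that keep the genotypes apart the median was 32 and the next highest 139, which argues against the labelled genotype alone, though genotype with surgery was not excluded. A position or processing order may contribute, but 42.3% of the 300 genes with the smallest p moved with it within both genotypes. Over all genes it was 40.9%, so the chance share assumed beforehand was too low and the order cannot be told apart from the groups.

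In both TAC replicate 2 libraries *Nppa* was lower (13.08 and 12.46) than in the shams (14.16 and 14.68). Animals or handling shared by libraries of one replicate number may be the source: across genes, replicate 2 minus replicate 1 in WT TAC and in Tg TAC correlated at 0.54, though genes are not independent and there are 2 pairs. Weaker pressure overload alone would leave fetal and hypertrophy genes at or above the sham level. Of 16 such genes 9 (56.2%) lay below both shams in both libraries, between the bounds set, and with 1 sham library per genotype the spread of the shams is not known, so it stays open.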

How the results depend on the processing

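The fits without both libraries that the *Kdm3a* probe goes against, and those with an estimated correlation within another alternative, were chosen after seeing the data; the other alternatives were planned. No slide was named in the files, so a slide block was not run. The cause was not tested for any change below. A gene or list called in neither fit was not counted as turned, except *Kdm3a* and the matrix list.

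With median scaling limma called 1 gene for Tg vs WT over both surgeries, and camera called 1 list, oxidative phosphorylation, there, for WT TAC vs WT Sham, for Tg TAC vs WT TAC and, in place of cell cycle genes, for Tg Sham vs WT Sham. The matrix list, not called, had a median of -0.18 for Tg TAC vs WT TAC with the test upward. Median scaling aligns only array medians, so differences in mean intensity between arrays stay in its values. With the mean of the probes 1 list, again oxidative phosphorylation, was called for Tg TAC vs WT TAC and for Tg vs WT. With the filter on all 6 arrays or no filter 0 lists were called for Tg Sham vs WT Sham, and with no filter 2 for TAC vs Sham. Array weights gave 7 lists for TAC vs Sham and 597 genes for Tg vs WT. With an estimated correlation, and with fry in a given direction, 0 lists were called in any comparison. An estimated correlation also left 0 lists called with median scaling, the mean of the probes, array weights, the series block and every set of libraries left out. All list counts below therefore rest on the preset correlation of 0.01. The test with the estimated one has too few degrees of freedom to refute them by itself. Most lists called had estimates far above the preset, such as 0.65 for oxidative phosphorylation and 0.83 for macrophage markers in Tg TAC vs Tg Sham. Their p-values at the preset correlation are then too small. Smooth muscle and pericyte markers (-0.088) were an exception. Fry in either direction called the oxidative phosphorylation list (adjusted p = 0.0079) and the H3K9 methylation enzymes (adjusted p = 0.036), which hold *Kdm3a*, for Tg vs WT.

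The labels do not say that a replicate number marks a shared litter, batch or day, so the arrays were not taken as pairs, although same-numbered TAC animals have consecutive numbers. With the replicate block limma called 23 genes for Tg TAC vs WT TAC, and across genes replicate 2 minus replicate 1 in WT TAC correlated at 0.54 with that in Tg TAC, over 2 pairs. With the animal number series as a block, genes called were 7 for Tg TAC vs WT TAC, 57 for Tg TAC vs Tg Sham, 93 for TAC vs Sham and 422 for Tg vs WT. Lists called were 8 for WT TAC vs WT Sham, 2 for Tg Sham vs WT Sham, 4 for the interaction and 12 for TAC vs Sham. The matrix list was 0.80 for WT TAC vs WT Sham, and the fetal and hypertrophy list turned upward there (0.66), for Tg TAC vs Tg Sham (0.41) and for TAC vs Sham (0.61).

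More than 2-fold with no test were 68 genes for WT TAC vs WT Sham, 132 for Tg TAC vs WT TAC, 185 for Tg TAC vs Tg Sham, 245 for Tg Sham vs WT Sham, 273 for the interaction, 62 for TAC vs Sham and 101 for Tg vs WT. The methods' t-test gave 699 unadjusted for Tg TAC vs WT TAC.

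Leaving out 1 array, genes called ranged from 0 to 1 for WT TAC vs WT Sham and the interaction, 0 to 2 for Tg TAC vs WT TAC and Tg TAC vs Tg Sham, 0 to 4 for TAC vs Sham and 0 to 7 for Tg vs WT. Lists called ranged from 0 to 8 for WT TAC vs WT Sham and TAC vs Sham, 5 to 11 for Tg TAC vs WT TAC, 4 to 13 for Tg TAC vs Tg Sham, 2 to 3 for Tg Sham vs WT Sham, 4 to 12 for the interaction and 0 to 5 for Tg vs WT. *Kdm3a* in Tg TAC vs WT TAC ranged from 0.40 to 7.93. The matrix list ranged from -0.50 to 0.66 for WT TAC vs WT Sham and from -0.75 to 0.51 for Tg TAC vs WT TAC, and from -0.32 to 1.02 for Tg TAC vs Tg Sham. The clock list ranged from -0.40 to 0.70 for WT TAC vs WT Sham and from -0.83 to 0.23 for the interaction, and the macrophage list from -0.34 to 0.19 for Tg TAC vs WT TAC, with the test's direction turned without WT TAC replicate 1. The immediate early list ranged from -0.93 to 0.35 for Tg TAC vs WT TAC, from -0.83 to 0.41 for Tg TAC vs Tg Sham and from -0.61 to 0.18 for the interaction, and the fetal list from -0.34 to 0.63 for Tg TAC vs Tg Sham and from -0.53 to 0.44 for the interaction, turned without Tg TAC replicate 2.

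Without both doubted libraries, limma called 2 genes for Tg TAC vs WT TAC and for Tg vs WT, and *Kdm3a* differed by 7.91. With no Tg Sham left, TAC vs Sham is then WT TAC replicate 2 against WT Sham, 1 array each, and Tg vs WT is Tg TAC against that 1 WT TAC array. These values repeat the WT TAC vs WT Sham and Tg TAC vs WT TAC ones and test no pooled comparison. Likewise, without 1 sham the pooled fits reduce to a comparison within 1 genotype or within TAC. Lists called were 3 for WT TAC vs WT Sham and 10 for Tg TAC vs WT TAC and Tg vs WT. The matrix list was -0.50 for WT TAC vs WT Sham and TAC vs Sham, and 0.50 for Tg TAC vs WT TAC and Tg vs WT. Against the pooled values, for TAC vs Sham the oxidative phosphorylation (0.07), fatty acid oxidation (0.24), macrophage (-0.06), clock (0.70) and cell cycle (-0.76) lists had the other sign. For WT TAC vs WT Sham the clock list (0.70) kept the sign of a median near 0, with the test's direction turned. For Tg vs WT the crosslinking (0.29), macrophage (0.19) and cell cycle (0.63) lists had the other sign, and the macrophage list also for Tg TAC vs WT TAC (0.19).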

Other observations

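Circadian clock genes had medians of -0.51 in the library labelled WT TAC replicate 1 and 0.48 in WT TAC replicate 2, relative to each gene's mean. Immediate early and heat shock genes had 0.66 in Tg TAC replicate 1 and -0.89 in Tg TAC replicate 2. Of the array pairs, WT TAC replicate 2 and Tg Sham correlated highest across genes (Pearson r = 0.9903) and WT Sham and Tg TAC replicate 2 lowest (r = 0.9588).

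The 3 libraries of each genotype make 10 splits, too few for a share under 0.05. For genes past the adjusted threshold the labelled split gave 0 and the highest other split 1. With a count of 0 all 10 splits give as many by construction, so this count says nothing about chance. The split with that 1 gene sets WT TAC replicate 1 and both Tg TAC libraries against the rest, and has 503 genes at an unadjusted p under 0.05, fewer than the labelled split. At an unadjusted p under 0.05 the labelled split gave 1405 and the highest other 1506, and 2 of 10 splits gave as many. The split with 1506 sets WT Sham, WT TAC replicate 1 and Tg TAC replicate 1 against the rest, and so follows neither genotype nor surgery. Cell cycle genes followed it, with medians of 0.34, 0.48 and 0.54 on that side. In WT TAC replicate 2, Tg Sham and Tg TAC replicate 2 they were -0.45, -0.41 and -0.57. Tg Sham lay there although its animal number belongs to the series of the other side. During the work all splits of the 6 arrays into 3 and 3 and into 2 and 4 were also looked at without a surgery term, as was a search for genes with 2 separate levels. These follow no label and their genes are not reported.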
